# Hypomethylated *Fgf3* is a potential biomarker for early detection of oral cancer in mice treated with the tobacco carcinogen dibenzo[*def*,*p*]chrysene

**DOI:** 10.1371/journal.pone.0186873

**Published:** 2017-10-26

**Authors:** Yuan-Wan Sun, Kun-Ming Chen, Yuka Imamura Kawasawa, Anna C. Salzberg, Timothy K. Cooper, Carla Caruso, Cesar Aliaga, Junjia Zhu, Krishne Gowda, Shantu Amin, Karam El-Bayoumy

## Abstract

Genetic and epigenetic alterations observed at end stage OSCC formation could be considered as a consequence of cancer development and thus changes in normal or premalignant tissues which had been exposed to oral carcinogens such as Dibenzo[*def*,*p*]chrysene (DBP) may better serve as predictive biomarkers of disease development. Many types of DNA damage can induce epigenetic changes which can occur early and in the absence of evident morphological abnormalities. Therefore we used ERRBS to generate genome-scale, single-base resolution DNA methylomes from histologically normal oral tissues of mice treated with DBP under experimental conditions known to induce maximum DNA damage which is essential for the development of OSCC induced by DBP in mice. After genome-wide correction, 30 and 48 differentially methylated sites (DMS) were identified between vehicle control and DBP treated mice using 25% and 10% differences in methylation, respectively. RT-PCR was further performed to examine the expressions of nine selected genes. Among them, *Fgf3*, a gene frequently amplified in head and neck cancer, showed most prominent and significant gene expression change (2.4× increases), despite the hypomethylation of *Fgf3* was identified at >10kb upstream of transcription start site. No difference was observed in protein expression between normal oral tissues treated with DBP or vehicle as examined by immunohistochemistry. Collectively, our results indicate that *Fgf3* hypomethylation and gene overexpression, but not protein expression, occurred in the early stage of oral carcinogenesis induced by DBP. Thus, *Fgf3* hypomethylation may serve as a potential biomarker for early detection of OSCC.

## Introduction

Head and neck cancer (HNC) is the sixth most common malignancy worldwide [1]. Approximately 48% of HNC cases occur in the oral cavity, of which 90% are oral squamous cell carcinoma (OSCC) [2]. The development of OSCC involves multiple steps from hyperplastic lesion, through dysplasia and carcinoma *in situ* to invasive disease [3]. This process is a result of multiple accumulated genetic and epigenetic changes in a variety of cellular pathways [2]. Despite advances in treatment modalities, 5-year survival of OSCC has remained at ~50% for the past decades, mostly due to the high risk of developing secondary primary tumors. Early detection of OSCC represents one of the most promising approaches to improving survival [4].

Animal models that closely recapitulate the molecular and pathological process of oral carcinogenesis can assist in the identification of molecular targets for early detection and in monitoring the efficacies of therapeutic and chemopreventive agents [2]. We previously reported that topical application of dibenzo[*def*,*p*]chrysene (also known as dibenzo[*a*,*l*]pyrene, DBP) into the oral cavity induced OSCC in B6C3F_1_ mice [5]. We recently reviewed the literature and concluded that DBP is the most potent carcinogenic polycyclic aromatic hydrocarbons (PAH) found in tobacco smoke to induce oral cancer in animal models [6]. Tobacco consumption is a major risk factor of oral cancer, and PAH, one of the major classes of carcinogens in tobacco smoke, have been recognized as potential etiological agents for oral cancer [7–10]. Although DBP is found at lower levels in environmental sources and in cigarette smoke than the most extensively studied prototype PAH benzo[*a*]pyrene (BaP), its remarkable carcinogenicity in animal models suggests it can pose a cancer risk to humans [11].

Similar to other PAH carcinogens, DBP can be metabolically activated to yield various types of reactive metabolites including diol-epoxides, *o*-quinones, and radical cations. It is expected that these metabolites could damage DNA through formation of covalent DBP-DNA adducts, generation of reactive oxygen species (ROS) and depurinating adducts [11, 12]. Many types of DNA damage (covalent DNA adducts, oxidative lesions, abasic sites, photodimers, etc.) have been shown to alter DNA methylation *via* various mechanisms associated with the formation of DNA lesions or by inhibition of DNA methyltransferases (*Dnmts*) [13–16]. DNA methylation is an epigenetic mechanism for regulating gene function that is usually associated with inhibition of promoter activity and chromatin repression. In the early and precancerous stages, DNA methylation patterns display specific aberrations and may confer susceptibility to further genetic or epigenetic changes [17]. Hypermethylation (gain of methylation) of tumor suppressor genes as well as hypomethylation (loss of methylation) of oncogenes are common events in carcinogenesis. Aberrant DNA methylation has been identified in the progression of OSCC and been implicated as key events in oral carcinogenesis [17–20]. With the advent of genome-wide technology in recent years, new hypermetylated as well as hypomethylated loci were also discovered in different stages of oral cancer [21–23]. Molecular alterations that occur in OSCC could represent the consequence of cancer development and thus alterations in histologically normal tissues and persist in OSCC could potentially serve as early biomarkers for disease progression. Furthermore, the use of DNA methylation as markers for early detection of cancer may provide better sensitivity and more stable samples as compared to the use of protein or mRNA [24].

In this study, we examined the effect of DBP on DNA methylation in histologically normal oral tissues of mice treated with DBP. Based on our previously established animal bioassays [5, 25], oral tissues with maximum levels of DBP-DNA adducts were isolated from the same anatomic sites of mice treated with DBP or vehicle and subjected to genome-wide DNA methylation analysis using Enhanced Reduced Representation Bisulfite Sequencing (ERRBS) method coupled with next generation sequencing [26].

## Materials and methods

### Animals and carcinogen treatment

To mimic the bioassay employed in our previous carcinogenicity and DNA adduct studies [5, 25, 27, 28], eight week-old female B6C3F1/J mice (Jackson Laboratories, Bar Harbor, ME) were used in this study. Mice were quarantined for about 1 week before treatment. All mice were kept on a 12-hr light:12-hr dark cycle, maintained at 50% relative humidity and 21± 2°C, and were fed with AIN-93M diet (5% corn oil), and water *ad libitum*. The bioassay was carried out in accordance with the NIH Guide for the Care and Use of Laboratory Animals and was approved by Institutional Animal Care and Use Committee.

Mice received topical treatment of DBP (24 nmol, 3 times per week for 5 weeks) in the oral cavity and were euthanized 48 h after the last dose; this time point was selected based on our previous study showing maximum levels of DNA adducts [25]. Animals treated with dimethyl sulfoxide (DMSO) as the vehicle were used as control. At termination, mice were euthanized by CO_2_ asphyxiation; oral tissues were isolated from the same anatomic sites of mice treated with vehicle or DBP (soft tissues of the oral cavity, including the buccal mucosa and floor of the mouth as well as soft tissues attached to the hard palate) and pooled together for DNA extraction.

### Whole genome ERRBS analysis

Genomic DNA from oral tissues of mice treated with DBP or DMSO were extracted and purified according to the DNeasy Blood and Tissue kit (Qiagen). DNA was then subjected to ERRBS to examine the DNA methylation status in CpG sites and the surrounding regions with single nucleotide resolution [26]. Briefly, 50 ng of genomic DNA was digested by MspI (Thermo Scientific), which recognizes and cleaves C^CGG sites, followed by end repair, adenylation and adapter ligation using NEXTflex Bisulfite-Seq Library Prep Kit and NEXTflex Bisulfite-Seq Barcodes (Bioo Scientific) with a modification of bead size selection to capture MspI fragments of 70–320 bp size. The resulting libraries were bisulfite-converted by using EZ DNA Methylation Kit (Zymo Research), followed by 18 cycles of PCR amplification using the NEXTflex Bisulfite-Seq U+PCR Master Mix and NEXTflex Primer Mix (BioO Scientific). Purified and quantified libraries were pooled at 6 samples per sequencing lane and read by 1X50 bp on HiSeq 2500 (Illumina). CASAVA-demultiplexed.fastq files were subjected to downstream analyses.

### Sequence alignments and differential methylation analysis

Base calls of bisulfite treated sequencing reads with phred quality scores < 20 were trimmed and the adaptor was cut using trim_galore v0.3.3 (Babraham Bioinformatcis, UK). Resulting reads were mapped to the mm9 mouse assembly and methylation calls were performed using Bismark v0.10.1 (Babraham Bioinformatcis, UK). The alignment workflow, which utilized Bismark [29] started by converting sequencing reads *in silico* into a fully bisulfite-converted form [C-to-T or G-to-A version (equivalent to a C-to-T conversion on the reverse strand)]. Then, each of them was aligned to equivalently converted versions of the reference genome using two parallel instances of the short read aligner Bowtie [29]. The methylation state of positions involving cytosine is determined by comparing the read sequence with the corresponding genomic sequence. The methylKit (version 0.9.2) R package [30] was then used to calculate the differential methylation between control *vs* DBP using the following parameters: bases with coverage below 10× and bases that had more than 99.9^th^ percentile of coverage were discarded in each sample, read coverage distributions between samples were normalized and reads on both strands of a CpG dinucleotide were merged to provide better coverage. This software implements the Benjamini-Hochberg false discovery (FDR)-based method for *P*-value correlation and only differentially methylated bases with *q*-value < 0.01 and percent methylation difference > 25% and >10%were extracted. These were annotated with genetic parts information from the UCSC Table Browser (mm9 refGene table).

### Quantitative real-time polymerase chain reaction (RT-PCR)

Total RNA was extracted and purified from oral tissues of mice treated with DBP or vehicle (*n* ≥ 3 per group) according to the RNeasy kit (Qiagen Inc. Hilden, Germany). Total RNA was reverse transcribed in the presence of SuperScript II reverse transcriptase (Invitrogen Inc. Carlsbad, CA). Real-time PCR was performed using TaqMan® primer/probe sets on a QuantStudio™ 12K Flex Real-Time PCR System (Life Technologies,Carlsbad, CA). The primer assay IDs are listed in S1 Table. Relative gene expression was assessed using TATA-binding protein (TBP) or β-actin as internal reference genes. All reactions were performed in triplicate and fold changes were determined using the 2 ^-ΔΔCt^ method. The C_t_ is the value where the real-time PCR curve crosses the threshold in the linear part of the curve [31].

### Histology and immunohistochemistry

Normal oral tissues harvested from mice treated with DBP and DMSO for 5 weeks were fixed in formalin, embedded in paraffin and then sectioned. Hematoxylin and eosin (H&E) staining was conducted (*n* = 3 per group) to examine the histological status of oral tissues. Normal oral tissues from mice treated with DBP for 38 weeks as well as OSCC induced by DBP were obtained from our previous studies [5] and were processed as described above.

Immunohistochemistry for FGF3 in normal oral tissues and archived OSCC (obtained from our previous bioassay [5] were performed using an indirect immunoperoxidase method in an automated Ventana Discovery XT stainer. Briefly, 5 μm sections were heated to 60°C, deparaffinized in xylene, rehydrated in graded alcohols, and rinsed with water. The tissue sections were then subjected to a standard microwave antigen retrieval procedure before being blocked by hydrogen peroxide. Slides were incubated sequentially with diluted anti-FGF3 polyclonal antibodies (Novus Biologicals Inc, cat#NB200-603) overnight at 4°C and then with biotinylated goat anti-rabbit secondary antibodies (1:1200 dilution, Vector Laboratories, Inc) for 40 min at room temperature. After washing, sections were incubated at streptavidin peroxidase (BoehringerMannheim, Indianapolis, IN) and visualized by incubating with 3, 3-diaminobenzidine-tetrahydrochloride solution (DAKO Corporation, Carpinteria, CA) for 1 min. The slides were thoroughly washed with tap water and counterstained with a modified Harris hematoxylin (Fisher Scientific, Fairlawn, NJ). All slides were examined by ACVP diplomate veterinary pathologist (TK) blinded to treatment. Additional examination was performed by another pathologist (CC). All light microscopic images were obtained with an Olympus BX51 microscope and DP71 digital camera using cellSens Standard 1.12 imaging software (Olympus America, Center Valley, PA).

## Results

### Genome-wide bisulfite sequencing in oral tissues of mice

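The ERRBS comparison rested on 3 samples of oral soft tissue from mice treated with DBP and 3 from mice treated with DMSO, the vehicle. DBP is dibenzo[a,l]pyrene, a polycyclic aromatic hydrocarbon, and it was applied at 24 nmol on 3 days per week for 5 weeks, with tissue taken 48 h after the last dose. In ERRBS, DNA is digested with MspI, converted with bisulfite and sequenced, so that each read calls a cytosine methylated or unmethylated. The authors trimmed the reads with trim_galore v0.3.3, mapped them to mm9 and called methylation with Bismark v0.10.1. For every CpG cytosine on either strand they deposited the counts of methylated and unmethylated reads of each sample, without a filter on coverage. These files held between 3287367 and 7974299 CpG calls per sample, with a mean of 7734780 in the DBP samples and 5434472 in the DMSO samples. Percentages of single samples are given with 95% Wilson intervals, which cover counting error only, since PCR reads without molecular identifiers are not independent molecules. Groups of 3 and 3 samples were compared by two-sided exact permutation tests, in which the smallest p that the design allows is 0.10.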

DNA isolated from normal oral tissues of mice treated with DBP or DMSO for 5 weeks was subjected to ERRBS analysis which is a modified version of RRBS with improved coverage of regions both within and outside CpG islands. Combined with next generation sequencing, this approach provides a quantitative, single nucleotide resolution on the status of DNA methylation in CpG sites as well as the surrounding regions [26]. The sequencing data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (Accession No: GSE89916).

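The depth at a single CpG cytosine was low in every sample. The median was 2 reads per cytosine in each DMSO sample and between 2 and 3 reads in the DBP samples. The share of cytosines with at least 10 reads was 15.3% ± 4.37 (SD, n = 3) in DMSO and 16.3% ± 4.97 (SD, n = 3) in DBP. Among those cytosines the median depth was 16 reads in both groups on average. At 10 reads, 3 methylated reads, the floor used here, make up 30%.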

The coverage of each control (DMSO) and treated (DBP) sample are illustrated in S1 Fig which the read depths are displayed on the x-axis and the total numbers of reference bases that occupy each read depth are displayed on the y-axis. 

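Among CpG cytosines with at least 10 reads, 53.4% ± 4.45 (SD, n = 6) had fewer than 20% methylated reads and 21.7% ± 2.85 had more than 80%. The remaining 24.9% ± 1.65 lay between these limits. The share below 20% was 50.7% ± 5.14 (SD, n = 3) in the DMSO samples and 56.1% ± 0.704 in the DBP samples (exact permutation test, two-sided, p = 0.3).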

Consistent with the literature [32], the overall methylation levels of CpG showed a similar bimodal distribution among samples (S2 Fig). 

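Summed over all CpG cytosines, methylated calls made up 32.9%, 40.8% and 41.3% of the calls of DMSO samples 1, 2 and 3. They made up 36.7%, 34.9% and 34.0% of the calls of DBP samples 1, 2 and 3. The widest of the 6 Wilson intervals ran from 41.2% to 41.3%. The mean was 38.3% ± 4.72 (SD, n = 3) in DMSO and 35.2% ± 1.37 (SD, n = 3) in DBP, a difference of -3.12 percentage points (exact permutation test, two-sided, p = 0.4). DMSO sample 1 was lower than all 3 DBP samples, so by the deposited counts the difference did not exceed the spread between samples. This conclusion rests on DMSO sample 1, for which S2 Table gives 39.9%, a value above those of all 3 DBP samples. When samples with the same number were paired, as a replicate block, the DBP value was higher by 3.81 points for number 1 and fell by 5.87 and 7.29 points for numbers 2 and 3, with a mean of -3.12. Over CpGs with at least 10 reads in all 6 samples, each weighted equally, the mean was 33.4% ± 0.221 in DMSO and 33.6% ± 0.273 in DBP. That difference of 0.231 points had the opposite sign (exact permutation test, two-sided, p = 0.5).

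**Figure D1:**
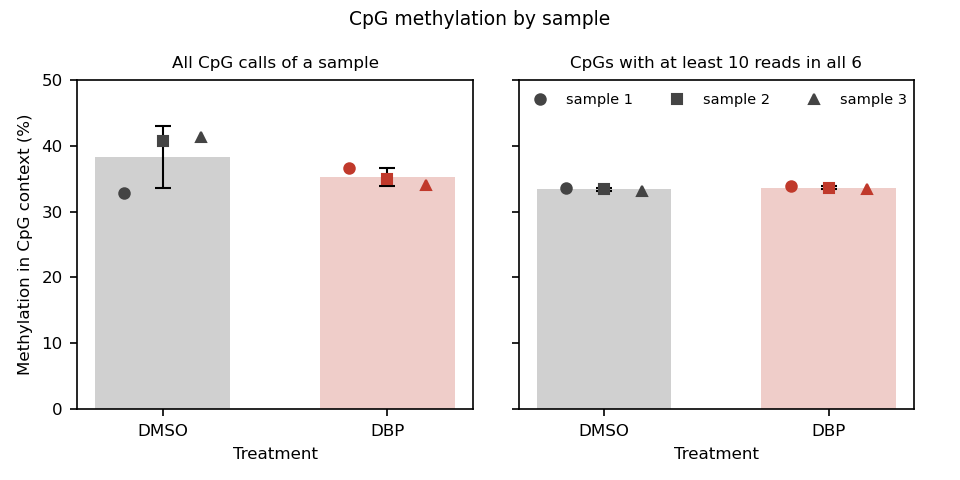
Percent of methylated CpG calls in each DMSO and DBP sample, over all calls of a sample (left) and as the mean over CpGs with at least 10 reads in all 6 samples (right). Bars show group means, error bars the SD, and marks the 3 samples of each group, of which DMSO sample 1 lies at 32.9% on the left.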

Summary of ERRBS performance for individual samples is shown in S2 Table. An average of 3.5 million Illumina sequencing reads were generated per sample; of these, 73% were mapped to either strand of the mouse genome (mm9). 

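The number of CpG cytosines with at least 1 read, counted on each strand, was between 807615 and 1707243 per sample and averaged 1177264 ± 320882 (SD, n = 6). Counted as CpGs with both strands merged, the mean was 1121946. Cytosines with at least 10 reads numbered between 84461 and 245184 per sample.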

ERRBS covered an average of 31 million cytosines and 2.3 million CpGs per sample. It is noted that the average percentage of cytosine methylated in CpG context is lower in the DBP treated group than that in the control group (35.2% *vs*. 40.7%), indicating an overall hypomethylation effect induced by DBP (S2 Table). The overall distribution of sequencing read at gene promoters and annotated CpG islands are shown in S3 Fig. The percentage of promoters covered with sequencing depth ≥ 10 × is 57% and the percentage of CpG islands 90%.

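Promoters were taken as 1000 bp on either side of a transcription start of a protein-coding gene, which gave 22350 promoters in the GENCODE vM1 annotation of the same assembly. The share of promoters with a CpG cytosine covered by at least 10 reads was 42.8% ± 8.61 (SD, n = 6). It ranged from 27.6% in DMSO sample 3 to 50.0% in DBP sample 3. CpG islands were not analysed here.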

### Effect of DBP treatment on DNA methylation

Comparative methylation analysis was conducted between DBP and DMSO-treated groups to identify global DNA methylation differences using MethylKit (version 0.9.2) R package [30]. 

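For the comparison, cytosines with fewer than 10 reads or above the 99.9th percentile of coverage of a sample were removed, coverage was scaled to the sample with the highest median, and strands were merged. The number of CpGs left in all 6 samples was 53618. Their median depth ranged from 17 reads in DMSO sample 3 to 33 reads in DMSO sample 1. These CpGs held 29.4% ± 3.2 (SD, n = 3) of all CpG calls in DMSO and 21.6% ± 1.18 in DBP.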

Function “normalizeCoverage” was applied which normalizes read coverages between samples to avoid bias introduced by systematically more sequenced samples. Our results showed that there was a high degree of correlation among all of the samples as the pair-wise Pearson correlation coefficients ranged from 0.95–0.97 (data not shown). 

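Over the shared CpGs, the 15 pairwise Pearson coefficients of percent methylation ranged from 0.947, between DMSO samples 2 and 3, to 0.968, between DMSO sample 1 and DBP sample 2. CpGs within a sample are not independent replicates, so no p-value is given. The mean coefficient was 0.960 within the DBP group, 0.955 within the DMSO group and 0.958 between groups. With 10 reads drawn at random per CpG and sample the range was 0.923 to 0.937, the alternative that lowered it most.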

Both unsupervised analyses of hierarchical clustering (1-Pearson correlation distance + Ward clustering method) (Fig 1A) and principal component analysis (PCA) revealed a tendency of clustering in DBP-treated samples but much less tendency in control samples (Fig 1B). 

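In Ward clustering on the distance 1 - r, the first pair to join was DMSO sample 1 with DBP sample 2, at a height of 0.0318. DBP sample 3 and DBP sample 1 joined this cluster next, at 0.0379 and 0.0410, and DMSO samples 2 and 3 joined last, at 0.0482 and 0.0518. In the PCA, the first component held 25.5% of the variance and the second 23.0%. On the first component DMSO sample 1, with a score of 0.235, lay beside the DBP samples, whose scores ran from 0.397 to 1.88, while DMSO samples 2 and 3 had scores of 4.28 and -7.52. On the second component the DBP samples, at 4.55, 1.54 and 1.75, all lay above the DMSO samples, at 0.669, -6.33 and -2.19. The mean distance within the DBP group minus that within the DMSO group was -0.00531, and the SD of the 3 coefficients was 0.00174 within DBP and 0.00732 within DMSO.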

Stacking bar plots in Fig 1C show the percentages of hypermethylated and hypomethylated sites out of all covered CpGs for each chromosome (Chr). Solid bar represents proportion of hypermethylation and open bar represents hypomethylation relative to control (DMSO-treated group). Chr19 has the highest percentage of combined hyper- and hypo-methylated region per chromosome, followed by Chr14, Chr5, Chr8, Chr7, Chr4 and Chr2. 

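In the 25% comparison, 3 of 1828 tested CpGs on chromosome 19 were differentially methylated (DMS), a share of 0.164% with a Wilson interval from 0.0558% to 0.481%. Chromosome 17 followed with 3 of 2335 (0.128%), then chromosome 14 with 2 of 1803 (0.111%), chromosome 5 with 4 of 3918 (0.102%), chromosome 8 with 3 of 3254 (0.0922%), X with 1 of 1186 (0.0843%) and chromosome 7 with 3 of 3860 (0.0777%). With at most 4 DMS on a chromosome, the intervals of all these shares overlapped. At a coverage minimum of 5 reads the share on chromosome 19 was 0.0247%, and chromosome 2 had the highest share.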

Only CpGs with *q*-value <0.01 and methylation difference ≥ 25% are shown. About 23% of DMS are located in promoters, 13% in exons, 43% in introns and 20% in intergenic regions (Fig 1D).

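By the GENCODE vM1 annotation, 10 of 31 DMS (32.3%, Wilson interval 18.6% to 49.9%) lay within 1000 bp of a transcription start, 3 (9.68%, 3.35% to 24.9%) in other exons, 13 (41.9%, 26.4% to 59.2%) in introns and 5 (16.1%, 7.09% to 32.6%) between genes. Of all 53618 tested CpGs, 56.4% lay in promoters, 11.0% in exons, 15.0% in introns and 17.6% between genes.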

**Fig 1:**
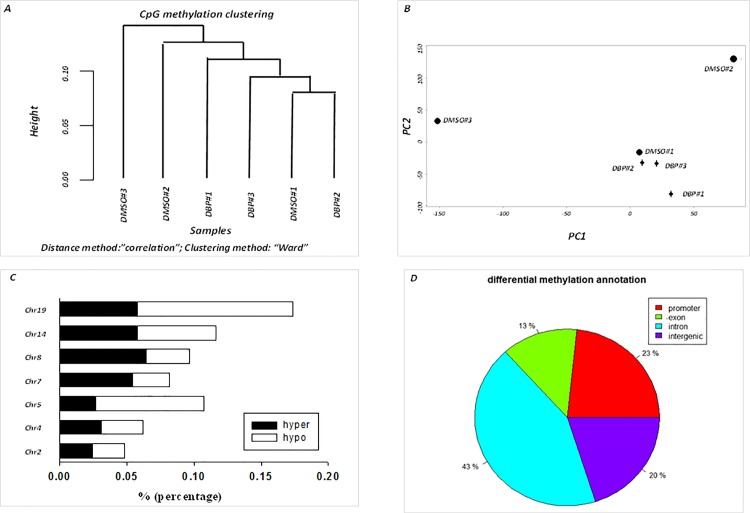
Analysis of methylation data obtained by ERRBS in oral tissues of mice treated with DBP or DMSO. (A) Unsupervised analysis of DNA methylation using hierarchical clustering. Distance  =  1-Pearson correlation, Ward's agglomeration method. Cluster: filtered (count > = 10, coverage < = 99.9^th^ percentile), normalized, destranded. (B) Principal component analysis (PCA) of methylated data. (C) Percentage of hyper- and hypo-methylated sites out of all covered CpGs per chromosomes (Chr). Solid bar represents proportion of hypermethylated sites and open bar represents hypomethylated ones. Filtered, normalized, destranded, *q* < 0.01, % methylation difference > 25%. (D) Annotation of differential methylation distribution.

The methylation analysis was performed using strict parameters (*q*-value < 0.01, 25% methylation difference, minimum depth of 10) and the default “unite” function in the methylKit® packaget, which requires every sample in the comparison to have the methylation site call. With these parameters, only 30 differential methylation sites were identified as shown in Table 1 (full table of genomic results was included in S3 Table). Thus, we relaxed the 25% methylation difference to 10% and 48 differential methylation sites were identified (S4 Table). 

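Each of the 53618 CpGs was tested by logistic regression of its methylated and unmethylated reads on the group, with a likelihood ratio test and Benjamini-Hochberg q-values. The methylation difference was the percent of pooled DBP reads minus that of pooled DMSO reads, both after coverage was scaled. At single CpGs, the read counts, percentages, means and intervals of samples given below are of unscaled reads. At q < 0.01 and a difference over 25 percentage points there were 31 DMS, of which 18 were higher and 13 lower in DBP. At a difference over 10 points there were 59 DMS, of which 25 were higher and 34 lower in DBP. In 29 of the 31 and 54 of the 59, all DBP samples lay on one side of all DMSO samples. Since the DMS were chosen for a large difference between these same samples, this separation is no independent support for them. The sample with fewest reads at a DMS had a median of 16 reads at 25% and 19 reads at 10%. An unadjusted p under 0.05 was reached by 5803 CpGs, or 10.8% of those tested. With the replicate number as a block in the regression there were 28 DMS at 25% and 59 at 10%. The deviations of samples with the same number from their group means had a mean correlation of -0.00124, so no pairing by number was seen. Over the alternatives the counts ran from 0, with edgeR's negative binomial model, which estimates the spread between samples (2903 CpGs at an unadjusted p under 0.05), to 131 at 25% and 313 at 10% with a q-value threshold of 0.05.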

DMS were mapped to genes including pyruvate kinase, muscle (*Pkm*), β-catenin (*Ctnnb1*), and fibroblast growth factor 3 (*Fgf3*) that are known to be involved in tumor development including OSCC.

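Positions are those of mm9, and q-values are from the logistic regression over all tested CpGs. The Pkm site, chromosome 9 from 59504569 to 59504570, lies 186 bp into the gene that GENCODE lists as Pkm2, in its first kilobase. It was 57.1% ± 20.4 methylated (SD, n = 3) in DMSO and 21.4% ± 8.14 in DBP, from 12 to 36 reads per sample, a methylation difference of -43.4 points (q = 0.00703). The 4 tested CpGs from -37 to -14 bp of it had 0% methylated reads in every sample. With 13 reads in the shallowest sample, the floor of 3 methylated reads is 23.1%. The CpGs tested from -260 to -226 bp also had 0%, while the CpG at -269 bp went the other way. That CpG was 15.9% ± 11.2 methylated in DMSO and 37.3% ± 13.5 in DBP (SD, n = 3 each), 18.4 points higher in DBP (q = 0.381). The Ctnnb1 site, chromosome 9 from 120843607 to 120843608, lies in an intron and within 1000 bp of an annotated start. It was 39.7% ± 19.0 methylated in DMSO and 8.18% ± 4.59 in DBP (SD, n = 3 each), from 15 to 34 reads per sample, a difference of -31.5 points (q = 0.00608). The tested CpGs 25 and 44 bp after it did not share this fall. Both had a mean of 0% in DMSO, and they had means of 3.04% and 0% in DBP. The site assigned to Fgf3, chromosome 7 from 152014445 to 152014446, lies between genes, at -9543 bp from the Fgf3 start at 152023988. Its difference was 37.6 points, higher in DBP (q = 0.00703). At these 3 sites every DBP sample lay on one side of every DMSO sample (exact permutation test, two-sided, p = 0.1). The sites had been chosen for their difference in the same samples, so this is no independent test. With each sample left out in turn the differences ran from -51.4 to -25.7 for Pkm, -38.2 to -26.0 for Ctnnb1 and 29.0 to 45.7 for Fgf3. The sites kept a q-value under 0.01 in 2, 1 and 3 of the 6 fits. Without normalization of coverage, all 3 sites failed the q-value threshold.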

**Table 1:** List of differentially methylated sites identified in histologically normal oral tissues of mice treated with DBP (methylation difference > 25%).

Feature name	Gene	Methylation Difference*	Prom	Exon	Intron	Distance to Feature
NM_028417	Ttc9b	47.82836211	0	0	1	3885
NM_011099	Pkm	43.38028169	1	0	1	396
NM_001010836	Ppp1r13l	43.26828307	0	1	0	8827
NM_009498	Vamp3	38.83295195	0	0	1	-71795
NM_174854	Disc1	36.25	0	0	1	158596
NM_174854	Disc1	35.31559729	0	0	1	158606
NM_026796	Smyd2	32.76743337	0	1	0	48511
NM_001165902	Ctnnb1	31.54929577	1	0	1	913
NM_001081278	Tbc1d4	31.30134429	1	1	0	65
NM_026675	Nudt22	29.09571077	1	1	0	729
NM_001145857	Lrp4	25.92592593	1	0	0	-378
NM_017467	Zfp316	25.29163315	0	0	0	-17980
NR_040542	1700036G14Rik	-26.90181336	0	0	0	-130664
NM_001195268	Cbarp	-27.81201849	0	1	0	5372
NR_040704	4930563F08Rik	-28.34737828	0	0	1	-162625
NM_201361	Rmdn2	-28.51253865	0	0	1	48092
NM_001164352	Efemp2	-28.94927536	1	0	1	582
NM_015748	Slit1	-30.37280702	0	0	1	67038
NM_030022	Grifin	-30.91515531	0	0	0	15755
NM_001101546	Tmem233	-31.0515873	0	0	1	-84149
NR_035421	Mir1190	-31.69848585	0	0	1	39110
NM_008721	Npdc1	-32.82083139	0	1	0	-3532
NM_028658	Ppp1r21	-33.67514356	0	0	1	23064
NM_198423	Bahcc1	-34.74658869	0	0	0	-11592
NM_001033267	Qrich2	-36.78972713	0	0	0	-2322
NM_177150	Cenpt	-37.08920188	0	0	1	1277
NM_008007	Fgf3	-37.63736264	0	0	0	-10072
NM_183175	C1qtnf9	-39.23549718	0	0	1	-44173
NM_028658	Ppp1r21	-42.79624893	0	0	1	23042
NM_013848	Ermap	-43.33333333	1	0	0	-839

*(+): hypermethylation; (-): hypomethylation

### Correlation between DNA methylation and gene expression

The impact of DNA methylation changes on gene expression was determined by RT-PCR using TaqMan® primer/probe sets. The hypermethylated genes *Pkm*, *Ppp1r13l* [protein phosphatase 1, regulatory (inhibitor) subunit 13 like], *Vamp3 (*vesicle-associated membrane protein 3), *Ctnnb1*, and *Tbc1d4* (BC1 domain family, member 4) and hypomethylated genes *Ppp1r21* (protein phosphatase 1, regulatory subunit 21), *C1qtnf9* (C1q and tumor necrosis factor related protein 9), *Fgf3* and *Efemp2* (epidermal growth factor-containing fibulin-like extracellular matrix protein 2) were selected. These genes are either known components of the signaling cascades linked to the top canonical pathways (*Ctnnb1*, *Vamp3*, *Fgf3 and Pkm*) or are potentially relevant for establishment of malignant transformation. 

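Differences here are of pooled reads after coverage was scaled, while means and SDs are of unscaled reads and weight the 3 samples of a group equally. Of the selected genes not described above, Ppp1r13l had its site in an exon at chromosome 7, position 19955390. Its pooled percentage fell by 43.3 points in DBP, and the sample means were 53.5% ± 27.3 in DMSO and 19.2% ± 18.1 in DBP (SD, n = 3 each), but DMSO sample 3, at 22.2% (Wilson interval 9.00% to 45.2%), lay below DBP sample 3, at 40.0% (16.8% to 68.7%). Its exact permutation p was therefore 0.2. Tbc1d4, at chromosome 14, position 102008344, lay 64 bp from the transcription start and fell by 31.3 points in pooled reads, with sample means of 76.6% ± 6.54 in DMSO and 42.1% ± 10.6 in DBP. The tested CpGs at -44 and -40 bp from it had means of 1.33% and 0.877% in DMSO, and 0% and 2.22% in DBP. The site assigned to C1qtnf9, at chromosome 14, position 61342798, lies in an intron of Spata13, at -44173 bp from the C1qtnf9 start. It rose by 39.2 points in pooled reads, with sample means of 47.9% ± 6.84 and 88.1% ± 7.99, and had the smallest q-value of all tested CpGs, 5.96e-06. Efemp2, at chromosome 19, position 5475315, rose by 28.9 points in pooled reads, with sample means of 19.0% ± 9.49 and 45.1% ± 13.2. Among the DMS at 25% listed by the paper with all samples of the groups separated, 3 sites had the smallest q-values after C1qtnf9. They were assigned to Npdc1 (chromosome 2, position 25255038, 32.8 points higher in DBP, q = 0.000462), a noncoding transcript (chromosome 3, position 84990777, 26.9 points higher, q = 0.000776) and Nudt22 (chromosome 19, position 7069799, fell by 29.1 points, q = 0.00236). The chromosome 3 site had sample means of 2.84% ± 4.91 in DMSO and 30.6% ± 20.0 in DBP. With each sample left out in turn its difference ran from 15.0 to 36.6 points. It stayed past the thresholds in 3 of the 6 fits, Npdc1 in 4 and Nudt22 in 3.

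**Figure D2:**
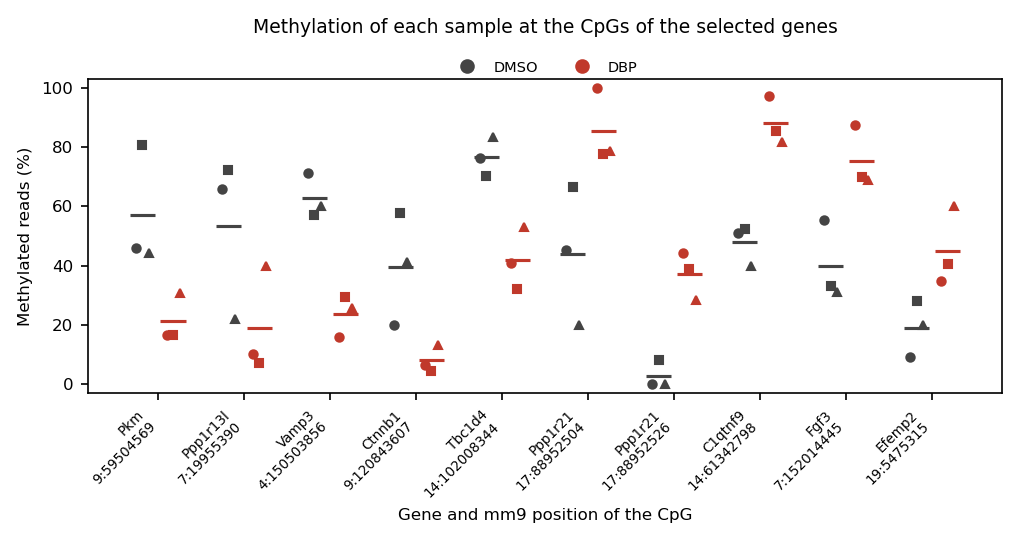
Percent of methylated reads in each DMSO and DBP sample at the 10 CpGs of the selected genes, with positions on mm9. Marks show the 3 samples of each group and short lines the group means; the groups overlap at Ppp1r13l, where DMSO sample 3 lies at 22.2% and DBP sample 3 at 40.0%.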

Fig 2A and 2B show the relative expressions of selected hypermethylated and hypomethylated genes in oral tissues treated with DBP *vs* DMSO, respectively (*n* ≥ 3 per group). Among them, gene expression changes of *Fgf3* (2.4×), *Vamp3* (0.49×) and *Ppp1r21* (0.51×) were most prominent; *Pkm* (0.80×), *Ppp1r13I* (0.80×), *Efemp2* (0.89×) and *C1qtnf9* (1.3×) were less prominent; and no changes were observed in *Ctnnb1* and *Tbc1d4*. 

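At the CpG assigned to Fgf3, methylated reads made up 55.6% (10 of 18 reads, Wilson interval 33.7% to 75.4%), 33.3% (5 of 15, 15.2% to 58.3%) and 31.2% (5 of 16, 14.2% to 55.6%) in DMSO samples 1, 2 and 3. They made up 87.5% (35 of 40, 73.9% to 94.5%), 70.0% (21 of 30, 52.1% to 83.3%) and 68.8% (11 of 16, 44.4% to 85.8%) in DBP samples 1, 2 and 3. The means were 40.0% ± 13.5 and 75.4% ± 10.5 (SD, n = 3 each). The reference sequence from 152014415 to 152014476 is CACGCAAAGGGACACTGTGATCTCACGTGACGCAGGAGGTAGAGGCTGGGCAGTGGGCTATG. The tested CpGs at -36, -28 and -5 bp from it were 10.6, 15.6 and 21.1 points higher in DBP, with q-values of 0.704, 0.519 and 0.265. With the replicate number as a block, the Fgf3 site no longer reached the q-value threshold.

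The CpG assigned to Vamp3 lies on chromosome 4 from 150503856 to 150503857, in an intron of Camta1, while GENCODE places Vamp3 from 150421409 to 150432072. It was 62.9% ± 7.56 methylated in DMSO and 23.9% ± 6.96 in DBP (SD, n = 3 each), from 14 to 31 reads per sample, a methylation difference of -38.8 points (q = 0.00796). The CpGs 21 and 32 bp after it fell by 20.3 and 11.8 points in DBP, with q-values of 0.265 and 0.394. Every DBP sample was lower than every DMSO sample (exact permutation test, two-sided, p = 0.1), at a site chosen for its difference in the same samples. With each sample left out in turn the difference at the Vamp3 site ran from -41.8 to -34.0. The site kept a q-value under 0.01 in 1 of the 6 fits.

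**Figure D3:**
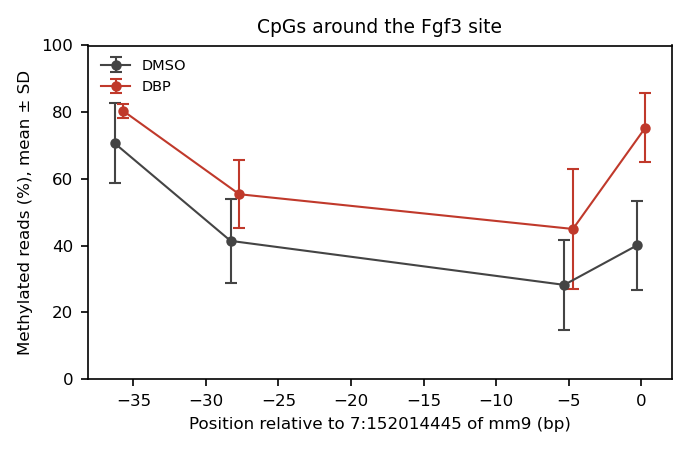
Mean percent of methylated reads at the 4 tested CpGs around the Fgf3 site, in DMSO and in DBP, against their position in bp relative to 152014445 on chromosome 7. Error bars show the SD of 3 samples; at position 0 the means are 40.0% in DMSO and 75.4% in DBP.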

The changes of gene expression levels of *Fgf3* and *Vamp3* are consistent with their alterations in DNA methylation: single base hypomethylation (152014445, methylation differences = -37.63, intergenic region) and hypermethylation (150503856, methylation differences = 38.83, intron region), respectively. It was also noted that *Ppp1r21* was hypomethylated but gene expression was decreased.

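Both CpGs assigned to Ppp1r21, which GENCODE lists as Klraq1, lie in the same intron on chromosome 17, at positions 88952504 and 88952526. The first was 44.0% ± 23.4 methylated in DMSO and 85.4% ± 12.6 in DBP, a methylation difference of 42.8 points (q = 0.00703). The second was 2.78% ± 4.81 in DMSO and 37.3% ± 8.05 in DBP (SD, n = 3 each), a difference of 33.7 points (q = 0.00693). Reads per sample numbered from 10 to 22 at both. DMSO sample 3 had 0 methylated of 10 reads at the second CpG, where the floor of 3 methylated reads is 30%. From the DNA methylation and expression of Fgf3 and Vamp3, the paper proposes that their changes in expression correspond to their changes in methylation, and it states that the expression of Ppp1r21 decreased although the gene was hypomethylated. By the deposited counts, the differences of DBP minus DMSO were 37.6 points at Fgf3 and -38.8 points at Vamp3. With these signs, Fgf3 rose and Vamp3 fell in both methylation and the paper's expression, while Ppp1r21 rose in methylation and fell in expression.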

**Fig 2:**
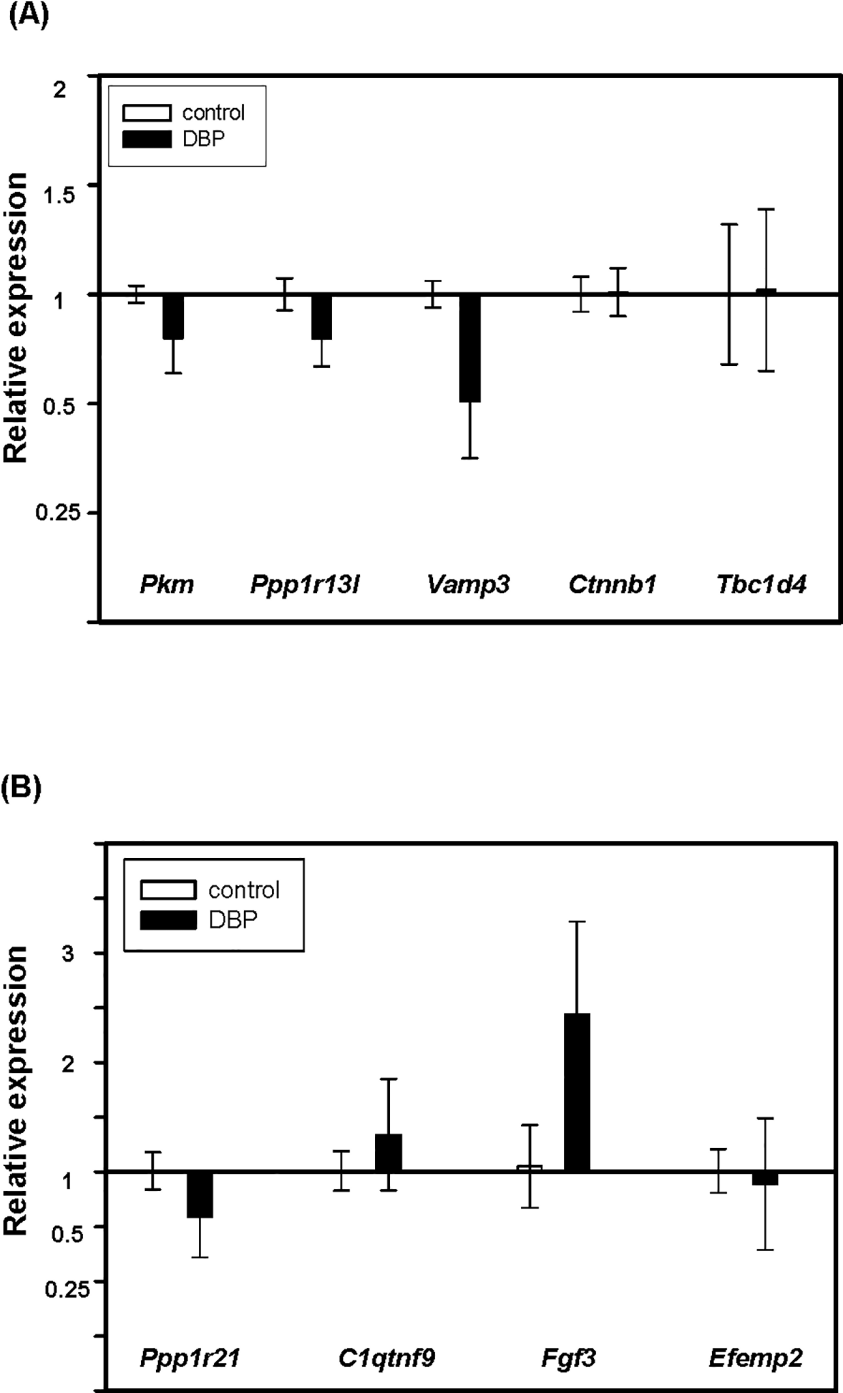
Relative gene expressions by quantitative real-time PCR in oral tissues of mice treated with DBP or DMSO. The relative expressions of (A) hypermethylated genes (*Pkm*, *Ppp1r13I*, *Vamp3*, *Ctnnb1 and Tbc1d4*) and (B) hypomethylated genes (*Ppp1r21*, *C1qtnf9*, *Fgf3*, *Efemp2*) identified in ERRBS were determined using the 2 ^-ΔΔCt^ method. Bars represent the mean normalized expression (±SD) of genes in DBP-treated mice relative to control. Data were normalized using endogenous housekeeping genes as the reference and untreated control as the calibrator (with expression equal to 1).

Since aberrant DNA methyltransferases (*Dnmts*) activity has been reported in numerous cancers [33–35], we examined the expression of the 3 major *Dnmts*: *Dnmt1*, *Dnmt3a and Dnmt3b* which are known to be involved in DNA methylation maintenance (*Dnmt1*) or *de novo* methylation (*Dnmt3a* and *Dnmt3b*). However, no significant gene expression changes were observed between DBP and vehicle treatments (data not shown).

### Immunohistochemistry of FGF3 in normal oral tissues and OSCC

*Fgf3* has the most prominent gene expression changes among all the genes examined by RT-PCR and has been reported to be amplified in head and neck cancers [36–38]. To examine if hypomethylation and gene amplification of *Fgf3* will also result in changes in protein expression, FGF3 expression was examined by immunohistochemistry. Both oral tissues from mice treated with DBP or DMSO for 5 weeks (*n* ≥ 3 per group) were histologically normal as determined by H&E staining (data not shown). We found that FGF3 immunostaining was negative in all of the normal oral epithelial cells, regardless of DBP or DMSO treatments or duration of treatments (5 or 38 weeks) (Fig 3A). When comparing FGF3 immunostaining in the stroma of normal oral tissues by semiquantitative H-score (staining intensity × percentage of positive cells), no significant differences were noted between DBP and DMSO treatments at either 5 or 38 weeks (*p* = 0.612 and 0.555, respectively, *n* ≥ 4, two tailed *t-test*). However, we found that H-scores obtained at 38 weeks were significantly higher than those obtained from 5 weeks in both DBP and DMSO-treated groups (*p* = 0.002 and 0.009, respectively; *n* ≥ 4, two tailed *t-test)*. These results indicated that increases of FGF3 expression in the stroma of normal oral tissues appeared to be time dependent.

**Fig 3:**
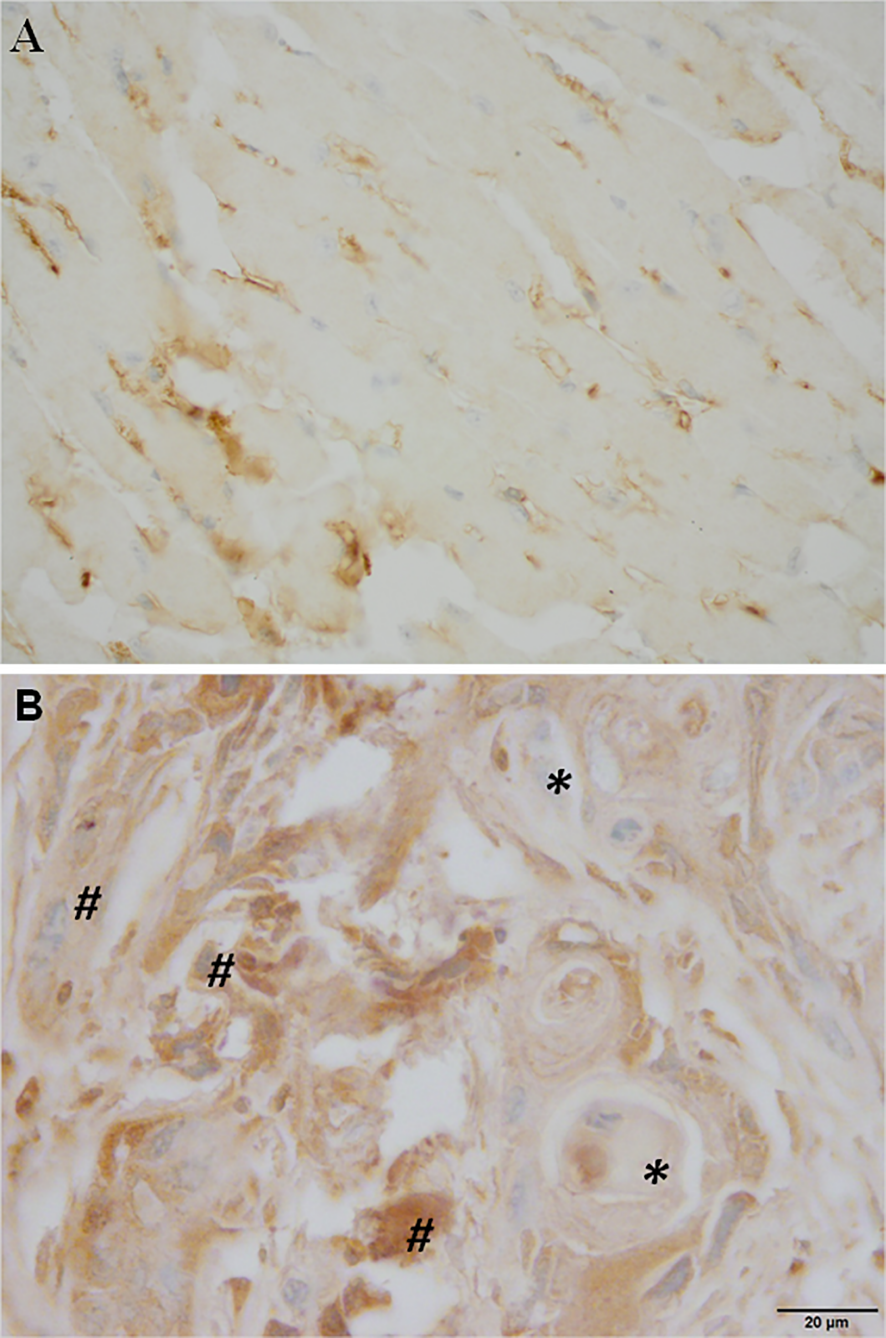
**Immunohistochemical reactivity for FGF3 in (A) normal oral tissues and (B) oral squamous cell carcinoma (OSCC) obtained from mice treated with DBP**. A: normal oral tissues showing no positive immunostaining in epithelial cells but diffuse positive cytoplasmic staining in interstitial macrophages and fibroblasts (600×). B: OSCC induced by DBP exhibiting positive FGF3 immunostaining in tumor cells (marked with asterisk*) and stroma (marked with #) (600×).

We further examined the expression of FGF3 in OSCC induced by DBP after 38 weeks of treatment; these tumors were obtained from our previous study [5]. We found that 5 of 5 animals (100%) with OSCC showed positive FGF3 immunostaining (Fig 3B); among 8 OSCC, 5 show positive staining (62.5%). The expression of FGF3 protein in the tumor cells but not in the normal oral epithelium cells suggested that *Fgf3* hypomethylation is an early response to DBP treatment.

## Discussion

Genetic and epigenetic alterations at end stage OSCC formation could be considered a consequence of cancer development and may not provide biomarker for early detection of the disease. Therefore, in the present study, we utilized ERRBS technique to examine genome-scale DNA methylation alterations in histologically normal oral tissue of mice treated topically with DBP under the conditions known to induce the maximum levels of DNA damage in the target organ [27]; such damage was essential to induce OSCC [5, 28]. By querying more than 2 million CpG sites, our study identified 30 and 48 differentially methylated loci using > 25% and 10% differences, respectively. These DMS were mapped to genes including *Fgf3*, *Ctnnb1* and *Pkm*, known to be involved in cancer-related pathways. Our results indicate that DBP can induce aberrant DNA methylation in histological normal oral tissues of mice prior to the detection of OSCC. At the protein level, a positive Fgf3 immunostaining was observed in OSCC-induced by DBP but not in normal oral epithelial cells suggesting that *Fgf3* hypomethylation is an early response to DBP treatment.

It has been reported that cytosine methylation may enhance the formation of DNA adducts at CpG site [14, 39], suggesting that the methylation status can influence the levels of DNA adducts formed which may, in turn, alter DNA methylation. Formation of DNA adducts derived from BaP, the most extensively studied prototype PAH found in tobacco smoke, has been linked to aberrant DNA methylation in several experimental systems [15, 40]. Using methylated CpG island recovery assay (MIRA) combined with microarray analysis, Tommasi et. al, reported the detection of aberrant DNA methylation in seminal vesicles of apparently asymptomatic mice treated with BaP for 6 weeks; moreover, 72% of these aberrant methylation CpG islands coincide with those identified in tumors [41]. However, none of the 30 differentially methylated sites identified in our study coincide with those identified in their study. Although the effects of DNA adducts on DNA methylation may vary depending on the species and types of target organ examined, it is possible that the differences between structures and levels of DNA adducts (or other types of DNA damages) induced by BaP and DBP may alter the patterns and extent of changes in DNA methylation. The ultimate carcinogenic diol-epoxide metabolites of BaP are known to react with DNA to form covalent adducts preferentially at the N2 position of deoxyguanosine (dG), and to a lesser extent, at N6 position of deoxyadenosine (dA); however, our previous studies unequivocally showed preferential DBP adducts formation at dA than dG [27]. Although other types of DNA damage induced by DBP have not been examined in the mouse oral cavity but similar to other PAH carcinogens, DBP can undergo metabolic activation to generate ROS and radical cations which may also contribute to aberrant DNA methylation observed in this study. Moreover, the DNA damage induced by DBP may also cause other epigenetic effects not examined in this study, such as histone modifications, chromatin remodeling and/or microRNA gene modulation, which may trigger the changes in DNA methylation.

Carcinogens may dysregulate DNA methylation machinery *via* alterations of DNA methyltransferases expression or activity. Several lines of evidence have demonstrated that the reactive diol-epoxide metabolites of BaP bind preferentially to methylated CpG sites [14] and inhibit DNA methyltransferases activity, thereby, possibly interrupting the establishment and/or maintenance of DNA methylation patterns [42]. In contrast to BaP, the tobacco-specific carcinogen 4-(methylnitrosamino)-1-(3-pyridyl)-1-butanone (NNK) was found to increase *Dnmt1* expression/activity which was implicated for the hypermethyation (gain of methylation) of several tumor suppressor genes (e.g. *p16*^*ink4A*^ and *Rarβ*) frequently occurred in both NNK-exposed rodent lung tumors and in smokers who developed lung cancer [33, 43]. Under the conditions used in this study, changes observed (fold of changes ≥ 2 or ≤ 0.5) in mRNA expression of *Dnmt1*, *Dnmt3a* and *Dnmt3b* after treatment with DBP for 5 weeks were not significant (data not shown). Whether DBP can alter the activity of DNA methyltransferases remains to be determined.

By real-time qPCR, we further examined the expression of selected genes (*Pkm*, *Ppp1r13l*, *Vamp3*, *Ctnnb1*, *Tbc1d4*, *Ppp1r21*, *C1qtnf9*, *Fgf3* and *Efemp2*) that are known to be involved in the tumor development or potentially relevant for establishment of malignant transformation. We found that *Fgf3* (2.4 ×), *Vamp3* (0.49 ×) and *Ppp1r21* (0.51 ×) showed the most prominent gene expression changes. The functions of *Vamp3* and *Ppp1r21* in carcinogenesis have not been reported and their roles in the development of OSCC need to be explored in future investigations.

*Fgf3* belongs to the large fibroblast growth factor superfamily which consists at least 22 different fibroblasts growth factor genes and possess broad mitogenic cell survival activities and several of them are associated with malignant transformation [44]. Frequent amplification of the *Fgf3* gene has been found in human tumors including head and neck cancer and implicated for neoplastic transformation and tumor progression [36–38]. *Fgfs* signaling are also involved in the regulation of epithelial mesenchymal transition (EMT) pathways [45, 46]. Recent studies suggest the presence of EMT may be a predictor of OSCC progression and prognosis and the expression of mesenchymal genes with tumor progression is often accompanied by an increase in cell motility and the loss of epithelial features [47]. These EMT features are seen not only in cases of OSCC progression, but also oral epithelial dysplasia [48], suggesting EMT changes may be found early in the development of OSCC. Epigenetic alterations can drive the transitions between either ends of EMT spectrum [49]. Thus, modulation of DNA methylation of genes involved in EMT pathway may prevent the progression of tumor development.

## Conclusion

Our study has allowed unbiased assessment of global DNA methylation changes. Moreover, DNA methylation, gene expression and immunohistochemistry of *Fgf3* in a well-defined animal model of OSCC indicated that aberrant DNA methylation of *Fgf3* occurred early in oral carcinogenesis induced by DBP. Amplification of *Fgf3* gene has been found in human head and neck cancer and thus hypomethylation of *Fgf3* may serve as a potential biomarker for early detection of OSCC.

## Supporting information

S1 Table Taqman® Primers used for quantitative real-time PCR. (DOCX) Click here for additional data file.

S2 Table Summary of ERRBS performance. (DOCX) Click here for additional data file.

S3 Table List of full differentially methylated sites identified in histologically normal oral tissues of mice treated with DBP using > 25%methylation difference. 

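Each line of S3 Table is one CpG with its p-value, its q-value and its methylation difference in percent, made by the authors with methylKit from pooled reads of each group. All 30 of its sites were among the 53618 CpGs tested here and among the 31 DMS at 25%. The paper marks 12 of the 30 differences as positive and 18 as negative.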

(XLSX) Click here for additional data file.

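The full list at a methylation difference over 10% holds 48 sites, all of which were tested here and were among the 59 DMS. The p-value computed here was within 1% of the tabulated p-value at 48 of the 48 sites.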

S4 Table List of full differentially methylated sites identified in histologically normal oral tissues of mice treated with DBP using > 10%methylation difference. (XLSX) Click here for additional data file.

S1 Fig Histograms of CpG coverage in oral tissues of mice treated with DMSO (control) or DBP. Top panel: control #1, control#2 and control#3; bottom panel: DBP#1, DBP#2 and DBP #3.
(TIF) Click here for additional data file.

S2 Fig Histograms of percentage of CpG methylation ratio (forward and reverse strand) in oral tissues of mice treated with DBP or DMSO (control). An average of more than 2 million CpG dinucleotides with at least 10× coverage was examined. The overall distributions of methylation level are bimodal.
(TIF) Click here for additional data file.

S3 Fig The overall distribution of sequencing read at gene promoters and annotated CpG island. (TIF) Click here for additional data file.

## References

[1] TorreLA, BrayF, SiegelRL, FerlayJ, Lortet-TieulentJ, JemalA. Global cancer statistics, 2012. CA: a cancer journal for clinicians. 2015;65(2):87–108. doi: 10.3322/caac.21262 .2565178710.3322/caac.21262

[2] TanakaT, IshigamoriR. Understanding carcinogenesis for fighting oral cancer. Journal of oncology. 2011;2011:603740 doi: 10.1155/2011/603740 ; PubMed Central PMCID: PMC3136173.2177284510.1155/2011/603740PMC3136173

[3] DionneKR, WarnakulasuriyaS, ZainRB, CheongSC. Potentially malignant disorders of the oral cavity: current practice and future directions in the clinic and laboratory. International journal of cancer. 2015;136(3):503–15. doi: 10.1002/ijc.28754 .2448224410.1002/ijc.28754

[4] PaiSI, WestraWH. Molecular pathology of head and neck cancer: implications for diagnosis, prognosis, and treatment. Annual review of pathology. 2009;4:49–70. doi: 10.1146/annurev.pathol.4.110807.092158 ; PubMed Central PMCID: PMC3703474.1872972310.1146/annurev.pathol.4.110807.092158PMC3703474

[5] GuttenplanJB, KosinskaW, ZhaoZL, ChenKM, AliagaC, DelTondoJ, et al Mutagenesis and carcinogenesis induced by dibenzo[a,l]pyrene in the mouse oral cavity: a potential new model for oral cancer. International journal of cancer. 2012;130(12):2783–90. doi: 10.1002/ijc.26344 .2181514110.1002/ijc.26344PMC3596885

[6] El-BayoumyK, ChenKM, ZhangSM, SunYW, AminS, StonerG, et al Carcinogenesis of the Oral Cavity: Environmental Causes and Potential Prevention by Black Raspberry. Chemical research in toxicology. 2017;30(1):126–44. doi: 10.1021/acs.chemrestox.6b00306 .2809294610.1021/acs.chemrestox.6b00306

[7] RadoiL, LuceD. A review of risk factors for oral cavity cancer: the importance of a standardized case definition. Community dentistry and oral epidemiology. 2013;41(2):97–109, e78-91. doi: 10.1111/j.1600-0528.2012.00710.x .2288253410.1111/j.1600-0528.2012.00710.x

[8] (Ed.) DKUEO, editor. Overview of Oral Cancer,Oral Cancer, Dr. Kalu U. E. Ogbureke and Christopher Bingham: In Tech; 2012.

[9] WarnakulasuriyaS, SutherlandG, ScullyC. Tobacco, oral cancer, and treatment of dependence. Oral oncology. 2005;41(3):244–60. doi: 10.1016/j.oraloncology.2004.08.010 .1574368710.1016/j.oraloncology.2004.08.010

[10] SchneiderK, RollerM, KalberlahF, Schuhmacher-WolzU. Cancer risk assessment for oral exposure to PAH mixtures. Journal of applied toxicology: JAT. 2002;22(1):73–83. .1180793210.1002/jat.828

[11] LeavittSA, GeorgeMH, MooreT, RossJA. Mutations induced by benzo[a]pyrene and dibenzo[a,l]pyrene in lacI transgenic B6C3F1 mouse lung result from stable DNA adducts. Mutagenesis. 2008;23(6):445–50. doi: 10.1093/mutage/gen033 .1857381410.1093/mutage/gen033

[12] LoebLA, HarrisCC. Advances in chemical carcinogenesis: a historical review and prospective. Cancer research. 2008;68(17):6863–72. doi: 10.1158/0008-5472.CAN-08-2852 ; PubMed Central PMCID: PMC2583449.1875739710.1158/0008-5472.CAN-08-2852PMC2583449

[13] WachsmanJT. DNA methylation and the association between genetic and epigenetic changes: relation to carcinogenesis. Mutation research. 1997;375(1):1–8. .912967410.1016/s0027-5107(97)00003-1

[14] WeisenbergerDJ, RomanoLJ. Cytosine methylation in a CpG sequence leads to enhanced reactivity with Benzo[a]pyrene diol epoxide that correlates with a conformational change. The Journal of biological chemistry. 1999;274(34):23948–55. .1044616210.1074/jbc.274.34.23948

[15] WilsonVL, JonesPA. Inhibition of DNA methylation by chemical carcinogens in vitro. Cell. 1983;32(1):239–46. .682517010.1016/0092-8674(83)90514-7

[16] WojciechowskiMF, MeehanT. Inhibition of DNA methyltransferases in vitro by benzo[a]pyrene diol epoxide-modified substrates. The Journal of biological chemistry. 1984;259(15):9711–6. .6430903

[17] DemokanS, DalayN. Role of DNA methylation in head and neck cancer. Clinical epigenetics. 2011;2(2):123–50. doi: 10.1007/s13148-011-0045-3 ; PubMed Central PMCID: PMC3365391.2270433410.1007/s13148-011-0045-3PMC3365391

[18] WeberM, DaviesJJ, WittigD, OakeleyEJ, HaaseM, LamWL, et al Chromosome-wide and promoter-specific analyses identify sites of differential DNA methylation in normal and transformed human cells. Nature genetics. 2005;37(8):853–62. doi: 10.1038/ng1598 .1600708810.1038/ng1598

[19] FeinbergAP, OhlssonR, HenikoffS. The epigenetic progenitor origin of human cancer. Nature reviews. 2006;7(1):21–33. doi: 10.1038/nrg1748 .1636956910.1038/nrg1748

[20] TowleR, GarnisC. Methylation-mediated molecular dysregulation in clinical oral malignancy. Journal of oncology. 2012;2012:170172 doi: 10.1155/2012/170172 ; PubMed Central PMCID: PMC3356707.2264561110.1155/2012/170172PMC3356707

[21] FoyJP, PickeringCR, PapadimitrakopoulouVA, JelinekJ, LinSH, WilliamWNJr., et al New DNA methylation markers and global DNA hypomethylation are associated with oral cancer development. Cancer prevention research (Philadelphia, Pa. 2015 26342026.10.1158/1940-6207.CAPR-14-0179PMC477730426342026

[22] TowleR, TruongD, HoggK, RobinsonWP, PohCF, GarnisC. Global analysis of DNA methylation changes during progression of oral cancer. Oral oncology. 2013;49(11):1033–42. doi: 10.1016/j.oraloncology.2013.08.005 .2403572210.1016/j.oraloncology.2013.08.005

[23] SharmaS, KellyTK, JonesPA. Epigenetics in cancer. Carcinogenesis. 2010;31(1):27–36. doi: 10.1093/carcin/bgp220 ; PubMed Central PMCID: PMC2802667.1975200710.1093/carcin/bgp220PMC2802667

[24] NagataS, HamadaT, YamadaN, YokoyamaS, KitamotoS, KanmuraY, et al Aberrant DNA methylation of tumor-related genes in oral rinse: a noninvasive method for detection of oral squamous cell carcinoma. Cancer. 2012;118(17):4298–308. doi: 10.1002/cncr.27417 .2225257110.1002/cncr.27417

[25] ZhangSM, ChenKM, AliagaC, SunYW, LinJM, SharmaAK, et al Identification and quantification of DNA adducts in the oral tissues of mice treated with the environmental carcinogen dibenzo[a,l]pyrene by HPLC-MS/MS. Chemical research in toxicology. 2012;24(8):1297–303. doi: 10.1021/tx200188j .2173637010.1021/tx200188jPMC3160270

[26] AkalinA, Garrett-BakelmanFE, KormakssonM, BusuttilJ, ZhangL, KhrebtukovaI, et al Base-pair resolution DNA methylation sequencing reveals profoundly divergent epigenetic landscapes in acute myeloid leukemia. PLoS genetics. 2012;8(6):e1002781 doi: 10.1371/journal.pgen.1002781 ; PubMed Central PMCID: PMC3380828.2273709110.1371/journal.pgen.1002781PMC3380828

[27] ZhangSM, ChenKM, SunYW, AliagaC, LinJM, SharmaAK, et al Simultaneous detection of deoxyadenosine and deoxyguanosine adducts in the tongue and other oral tissues of mice treated with Dibenzo[a,l]pyrene. Chemical research in toxicology. 2014;27(7):1199–206. doi: 10.1021/tx5001078 ; PubMed Central PMCID: PMC4106691.2491111310.1021/tx5001078PMC4106691

[28] ChenKM, GuttenplanJB, ZhangSM, AliagaC, CooperTK, SunYW, et al Mechanisms of oral carcinogenesis induced by dibenzo[a,l]pyrene: an environmental pollutant and a tobacco smoke constituent. International journal of cancer. 2013;133(6):1300–9. doi: 10.1002/ijc.28152 .2348355210.1002/ijc.28152PMC3707976

[29] KruegerF, AndrewsSR. Bismark: a flexible aligner and methylation caller for Bisulfite-Seq applications. Bioinformatics. 2011;27(11):1571–2. doi: 10.1093/bioinformatics/btr167 ; PubMed Central PMCID: PMC3102221.2149365610.1093/bioinformatics/btr167PMC3102221

[30] AkalinA, KormakssonM, LiS, Garrett-BakelmanFE, FigueroaME, MelnickA, et al methylKit: a comprehensive R package for the analysis of genome-wide DNA methylation profiles. Genome biology. 2012;13(10):R87 doi: 10.1186/gb-2012-13-10-r87 ; PubMed Central PMCID: PMC3491415.2303408610.1186/gb-2012-13-10-r87PMC3491415

[31] SchmittgenTD, LivakKJ. Analyzing real-time PCR data by the comparative C(T) method. Nature protocols. 2008;3(6):1101–8. .1854660110.1038/nprot.2008.73

[32] MeissnerA, MikkelsenTS, GuH, WernigM, HannaJ, SivachenkoA, et al Genome-scale DNA methylation maps of pluripotent and differentiated cells. Nature. 2008;454(7205):766–70. doi: 10.1038/nature07107 ; PubMed Central PMCID: PMC2896277.1860026110.1038/nature07107PMC2896277

[33] LinRK, HsiehYS, LinP, HsuHS, ChenCY, TangYA, et al The tobacco-specific carcinogen NNK induces DNA methyltransferase 1 accumulation and tumor suppressor gene hypermethylation in mice and lung cancer patients. The Journal of clinical investigation. 2010;120(2):521–32. doi: 10.1172/JCI40706 ; PubMed Central PMCID: PMC2810088.2009377410.1172/JCI40706PMC2810088

[34] RobertsonKD, UzvolgyiE, LiangG, TalmadgeC, SumegiJ, GonzalesFA, et al The human DNA methyltransferases (DNMTs) 1, 3a and 3b: coordinate mRNA expression in normal tissues and overexpression in tumors. Nucleic acids research. 1999;27(11):2291–8. ; PubMed Central PMCID: PMC148793.1032541610.1093/nar/27.11.2291PMC148793

[35] QuY, MuG, WuY, DaiX, ZhouF, XuX, et al Overexpression of DNA methyltransferases 1, 3a, and 3b significantly correlates with retinoblastoma tumorigenesis. American journal of clinical pathology. 2010;134(5):826–34. doi: 10.1309/AJCPHGQ69FXDFWII .2095966810.1309/AJCPHGQ69FXDFWII

[36] SomersKD, CartwrightSL, SchechterGL. Amplification of the int-2 gene in human head and neck squamous cell carcinomas. Oncogene. 1990;5(6):915–20. .2193294

[37] LeseCM, RossieKM, AppelBN, ReddyJK, JohnsonJT, MyersEN, et al Visualization of INT2 and HST1 amplification in oral squamous cell carcinomas. Genes, chromosomes & cancer. 1995;12(4):288–95. .753928410.1002/gcc.2870120409

[38] WorshamMJ, LuM, ChenKM, StephenJK, HavardS, SchweitzerVP. Malignant and nonmalignant gene signatures in squamous head and neck cancer. Journal of oncology. 2012;2012:752860 doi: 10.1155/2012/752860 ; PubMed Central PMCID: PMC3335248.2257065210.1155/2012/752860PMC3335248

[39] ParkerBS, CuttsSM, PhillipsDR. Cytosine methylation enhances mitoxantrone-DNA adduct formation at CpG dinucleotides. The Journal of biological chemistry. 2001;276(19):15953–60. doi: 10.1074/jbc.M009216200 .1127847710.1074/jbc.M009216200

[40] GromovaElizaveta S. OMS, BaskunovVladimir B., and GeacintovNicholas E. Impact of Carcinogen-DNA Adducts on DNA Methylation. ACS Symposium Series, Structural Biology of DNA Damage and Repair. 2010; 1041:103–16. doi: 10.1021/bk-2010-1041.ch007

[41] TommasiS, ZhengA, YoonJI, BesaratiniaA. Epigenetic targeting of the Nanog pathway and signaling networks during chemical carcinogenesis. Carcinogenesis. 2014;35(8):1726–36. doi: 10.1093/carcin/bgu026 .2448080510.1093/carcin/bgu026

[42] LewandowskaJ, BartoszekA. DNA methylation in cancer development, diagnosis and therapy—multiple opportunities for genotoxic agents to act as methylome disruptors or remediators. Mutagenesis. 2011;26(4):475–87. doi: 10.1093/mutage/ger019 .2155126410.1093/mutage/ger019

[43] JinH, ChenJX, WangH, LuG, LiuA, LiG, et al NNK-induced DNA methyltransferase 1 in lung tumorigenesis in A/J mice and inhibitory effects of (-)-epigallocatechin-3-gallate. Nutrition and cancer. 2015;67(1):167–76. doi: 10.1080/01635581.2015.976314 ; PubMed Central PMCID: PMC4363938.2543734310.1080/01635581.2015.976314PMC4363938

[44] MizukamiT, TogashiY, NarukiS, BannoE, TerashimaM, de VelascoMA, et al Significance of FGF9 gene in resistance to anti-EGFR therapies targeting colorectal cancer: A subset of colorectal cancer patients with FGF9 upregulation may be resistant to anti-EGFR therapies. Molecular carcinogenesis. 2017;56(1):106–17. doi: 10.1002/mc.22476 .2691622010.1002/mc.22476

[45] KatohM, KatohM. WNT signaling pathway and stem cell signaling network. Clinical cancer research: an official journal of the American Association for Cancer Research. 2007;13(14):4042–5. doi: 10.1158/1078-0432.CCR-06-2316 .1763452710.1158/1078-0432.CCR-06-2316

[46] LamouilleS, XuJ, DerynckR. Molecular mechanisms of epithelial-mesenchymal transition. Nature reviews Molecular cell biology. 2014;15(3):178–96. doi: 10.1038/nrm3758 ; PubMed Central PMCID: PMC4240281.2455684010.1038/nrm3758PMC4240281

[47] da SilvaSD, MorandGB, AlobaidFA, HierMP, MlynarekAM, Alaoui-JamaliMA, et al Epithelial-mesenchymal transition (EMT) markers have prognostic impact in multiple primary oral squamous cell carcinoma. Clinical & experimental metastasis. 2015;32(1):55–63. doi: 10.1007/s10585-014-9690-1 .2543379610.1007/s10585-014-9690-1

[48] von ZeidlerSV, de Souza BotelhoT, MendoncaEF, BatistaAC. E-cadherin as a potential biomarker of malignant transformation in oral leukoplakia: a retrospective cohort study. BMC cancer. 2014;14:972 doi: 10.1186/1471-2407-14-972 ; PubMed Central PMCID: PMC4301860.2551891910.1186/1471-2407-14-972PMC4301860

[49] LindseyS, LanghansSA. Crosstalk of Oncogenic Signaling Pathways during Epithelial-Mesenchymal Transition. Frontiers in oncology. 2014;4:358 doi: 10.3389/fonc.2014.00358 ; PubMed Central PMCID: PMC4263086.2556649810.3389/fonc.2014.00358PMC4263086

# Supplementary material for: Hypomethylated Fgf3 is a potential biomarker for early detection of oral cancer in mice treated with the tobacco carcinogen dibenzo[def,p]chrysene
**Source:** PLoS One. 2017 Oct 26;12(10):e0186873. doi: 10.1371/journal.pone.0186873
**Supplement:** S1 Table

| **Assay ID** | **Gene symbol** | **Gene title** |
| --- | --- | --- |
| Mm00834102_gH | PKm | pyruvate kinase, muscle |
| Mm01313638_m1 | Ppp1r13l | protein phosphatase 1, regulatory (inhibitor) subunit 13 like |
| Mm01268442_g1 | Vamp3 | vesicle-associated membrane protein 3 |
| Mm00483039_m1 | Ctnnb1 | catenin (cadherin associated protein), beta 1 |
| Mm00557659_m1 | Tbc1d4 | BC1 domain family, member 4 |
| Mm00620000_m1 | Ppp1r21 | protein phosphatase 1, regulatory subunit 21 |
| Mm02392597_m1 | C1qtnf9 | C1q and tumor necrosis factor related protein 9 |
| Mm00433289_m1 | Fgf3 | fibroblast growth factor 3 |
| Mm00445429_m1 | Efemp2 | epidermal growth factor-containing fibulin-like extracellular matrix protein 2 |

# Supplementary material for: Hypomethylated Fgf3 is a potential biomarker for early detection of oral cancer in mice treated with the tobacco carcinogen dibenzo[def,p]chrysene
**Source:** PLoS One. 2017 Oct 26;12(10):e0186873. doi: 10.1371/journal.pone.0186873
**Supplement:** S2 Table

|  | **Total# of sequencing reads** | **Mapping efficiency(%)** | **Total# of C's analyzed** | **Total**  **Methylated**  **CpG** | **% of C methylated**  **in CpG context** |
| --- | --- | --- | --- | --- | --- |
| **control#1** | 3,728,445 | 73 | 33,882,223 | 2,555,361 | 39.9 |
| **control#2** | 2,856,070 | 74 | 25,748,099 | 2,138,019 | 40.8 |
| **control#3** | 1,857,846 | 73.8 | 16,777,770 | 1,356,740 | 41.3 |
| **DBP#1** | 4,522,925 | 75.7 | 40,350,799 | 2,756,772 | 36.7 |
| **DBP#2** | 3,960,383 | 71.4 | 35,957,141 | 2,693,553 | 34.9 |
| **DBP#3** | 4,071,745 | 70.9 | 36,823,667 | 2,709,740 | 34 |
| **average** | 3,499,569 | 73.1 | 31,589,950 | 2,368,364 | Control:40.7 DBP:35.2 |

How the deposited data were processed for this re-analysis (not part of the article)

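DNA methylation was measured by ERRBS in oral soft tissue of mice treated with DMSO, with DBP, with DBP and a chemopreventive agent that the labels do not name, or with DBP and BR extract. Each group had 3 samples. The conditions and replicate numbers came from the sample labels, and for the DMSO and DBP samples also from S2 Table. The paper compares DMSO with DBP, and the other 2 groups were used only in the additional observations.

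The authors trimmed the reads with trim_galore v0.3.3, mapped them to mm9 and called methylation with Bismark v0.10.1. For each CpG cytosine they deposited the counts of reads calling it methylated and unmethylated, on each strand and without normalization. The authors also deposited the percent of methylated reads at each position, which equalled the value from the counts on every line and was not used further. Duplicate reads cannot be recognised from these counts. All positions in the files were CpG cytosines of the mm9 reference.

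Calculations were made in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and in R 4.3.3 with edgeR 4.0.16. The comparison followed the parameters in the paper's methods. In each sample, cytosines with fewer than 10 reads or above the 99.9th percentile of coverage among cytosines with at least 10 reads were removed. Coverage was scaled to the highest median, strands were merged, and CpGs present in every sample were kept. Each CpG was tested by logistic regression with a likelihood ratio test and Benjamini-Hochberg q-values, and called differentially methylated at q < 0.01 and a difference of pooled percentages over 25 or 10 points. methylKit itself was not run. Tests on simulated data used 53618 CpGs, of which 200 were changed by known amounts. The logistic regression recovered 189 of these, or 94.5%, and called 1 unchanged CpG. The edgeR model and the regression with a replicate block also recovered 189, and Fisher's exact test recovered 188. The F test with overdispersion estimated per site recovered 0, so at 3 samples per group it cannot make calls at this threshold.

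Groups were compared without other covariates. Single values were compared by two-sided exact permutation tests. The pairing of samples by replicate number comes only from the numbers in the labels. The sites named were those listed in the paper's table for a gene that its results text names, and the 5 CpGs with the smallest p-value among those past both thresholds at 25% and with separated groups. This rule, the main settings and the alternatives were set before the data were examined, except for a 99.9th percentile taken over all positions, which was added afterwards. The alternatives changed the coverage minimum, the upper filter, the normalization, the merging of strands, the number of samples required, the test, the q-value threshold, the replicate block and the samples included.

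Genes and promoters were taken from GENCODE vM1 on the same assembly, in which a promoter was 1000 bp on either side of a transcription start. CpG sites keep the gene that the paper assigns to them. CpG islands were not analysed here, and expression by RT-PCR and immunohistochemistry were not analysed here. The depth of single CpGs sets the precision of each percentage, and 95% Wilson intervals and floors of 3 reads were used for single samples.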

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

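Both tests of the CpGs at Pcdh19 below were chosen after their methylation differences were seen.

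A CpG outside those the paper lists, on the X chromosome at position 130223170 in the untranslated part of Pcdh19, 362 bp from its start, was past both thresholds at 25%. Its methylation was 65.7% ± 3.58 (SD, n = 3) in DMSO and 38.7% ± 7.60 in DBP, a methylation difference of -26.3 points (q = 0.00236). All 3 DBP samples were lower than all 3 DMSO samples, from 20 to 95 reads each. The CpGs at 130223198 and 130223208, which the paper does not list either, had differences of -20.8 and -23.8 points and were past the thresholds at 10%. A shift of the whole X chromosome was tested on the other 1179 tested CpGs of X, whose mean difference was 0.220 points, so such a shift goes against the data. A cluster of at least 3 DMS at 10% within 500 bp occurred in 3 of the 10 splits of the 6 samples into groups of 3, the real split included. Samples of like depth also differed. DMSO sample 1 had 69.6% methylated of 92 reads (Wilson interval 59.5% to 78.0%) and DBP sample 1 had 46.3% of 95 (36.6% to 56.3%), while DMSO sample 2 had 62.5% of 48 (48.4% to 74.8%), DBP sample 2 31.1% of 45 (19.5% to 45.7%) and DBP sample 3 38.6% of 44 (25.7% to 53.4%). A strain variant was not tested. In the other DBP-treated groups the CpG was 51.1% ± 13.3 methylated with the chemopreventive agent and 58.7% ± 22.0 with BR extract (SD, n = 3 each). The lower methylation may follow DBP treatment, but since 3 of 10 splits hold such a cluster and no split can be rarer than 1 in 10, it cannot be told apart from a grouping by chance.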

How the results depend on the processing

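The alternatives were chosen before the data were examined, apart from the 99.9th percentile over all positions. The cause of a change was not tested.

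The difference in global CpG methylation between DBP and DMSO, -3.12 points, kept its sign over cytosines with at least 10 reads, over autosomes and over shared CpGs with calls pooled. With the replicate block the mean of the 3 paired differences is -3.12 by arithmetic, and 1 of the 3 had the opposite sign. It reversed to 0.231 when each CpG with at least 10 reads in all 6 samples was weighted equally. The 6 comparisons that each left out one sample gave -5.84 to -1.64. For the chemopreventive agent against DMSO the difference of -5.56 reversed to 0.324 with shared CpGs weighted equally.

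The DMS counts between DBP and DMSO, 31 at 25% and 59 at 10%, were within 1.5 times of these values without the upper filter, with strands merged first or not merged, with CpGs required in 2 samples per group, with the 99.9th percentile over all positions and in the logistic regression with a replicate block (28 and 59). A coverage minimum of 5 gave 33 at 10%, and a minimum of 20 gave 15 at 25%. Without normalization of coverage there were 14 and 25, and with Fisher's exact test on pooled reads 8 and 15. A q-value threshold of 0.05 gave 131 and 313. The edgeR model gave 0 at both thresholds (2903 CpGs at an unadjusted p under 0.05), although it recovered 94.5% of changed CpGs in simulated data without spread between samples. The F test with overdispersion gave 0 at both (700 at an unadjusted p under 0.05), and with the replicate block 0 (36), but it could make no calls in simulated data either. With one sample left out, the counts were 10 to 81 at 25% and 20 to 126 at 10%.

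Against DMSO, the chemopreventive agent gave 592 DMS at 25%, 378 without normalization and 703 to 1606 with one sample left out, and BR extract gave 520 and 767 to 1316. Against DBP, the agent gave 962, 530 without normalization and 1224 to 2233 with one left out, and BR extract gave 1042 and 1666 to 2285. All DBP-treated samples against DMSO gave 72. The F test gave 0 in each of these (2091, 2046, 3910, 4431 and 1607 at an unadjusted p under 0.05).

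The pairwise correlations of 0.947 to 0.968 became 0.923 to 0.937 with 10 reads drawn per CpG, so that part of their size rests on depth, and 0.965 to 0.979 at a minimum of 20 reads. The share of DMS on chromosome 19 was 0.164%, and 0.0247% at a minimum of 5 reads, where chromosome 2 was highest. At a minimum of 20 reads it was 0.235%, and chromosome 14 was highest with 0.809%.

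At 13 of the 14 named sites the groups are separated, so that no alternative run could reverse the direction there. Of 61 values of the named sites under alternatives other than leaving out a sample, 23 kept their side of the threshold, 38 kept their direction but missed it and 0 reversed. The edgeR model lost all 14 named sites, a run without normalization lost 7, and the replicate block lost Fgf3, Pkm and Efemp2. That the F test also lost all 14 says nothing about the sites. Of their 84 values with one sample left out, 40 kept the call, 44 missed it and 0 reversed. Only 5 of the sites remained at a minimum of 20 reads, and all 5 kept the call.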

Differences from the paper's values

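In units of 1000000 CpGs, the paper's mean number covered per sample is 2.3, and the files gave 1.18 cytosines with at least 1 read. The mean number of methylated CpG calls per sample, which was set beside the paper's number after seeing the values, was 2.37. The paper's legend of S2 Fig gives more than 2 with at least 10 reads, where the mean here was 0.185. The alternatives set before the data were examined did not recompute these numbers. The paper also gives more than 2 in the same units as the CpG sites queried, and the comparison here covered 0.0536. None of the alternatives set before the data were examined closed this gap, the largest number of compared CpGs among those recomputed being 0.127 at a coverage minimum of 5 reads.

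The paper's methylation differences had the opposite sign at every named site it lists. For Fgf3 the paper's value is -37.64 and the value here, DBP minus DMSO, was 37.6. For Vamp3 the paper's value is 38.83 and here -38.8, for Pkm 43.38 and here -43.4, for Ctnnb1 31.55 and here -31.5, for Ppp1r13l 43.27 and here -43.3, for Tbc1d4 31.30 and here -31.3, and for Nudt22 29.10 and here -29.1. For C1qtnf9 the paper's value is -39.24 and here 39.2, for Efemp2 -28.95 and here 28.9, for Npdc1 -32.82 and here 32.8, and for the site at 84990777 on chromosome 3 -26.90 and here 26.9. For the Ppp1r21 sites at 88952504 and 88952526 the paper's values are -42.80 and -33.68, and here they were 42.8 and 33.7. Of the alternatives set before the data were examined, those run at these sites were the edgeR model, the F test, the replicate block, no normalization, leaving out a sample and, where a site remained, a coverage minimum of 20 reads. None of these gave the paper's sign, but at 12 of these 13 sites, where the groups are separated, none of them could have changed it.

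The paper names Fgf3, Ppp1r21, C1qtnf9 and Efemp2 as hypomethylated in DBP and Pkm, Ppp1r13l, Vamp3, Ctnnb1 and Tbc1d4 as hypermethylated, the reverse of the directions here. Set beside the paper's expression, the directions here give the opposite reading for its most prominent genes. Methylation and expression both rose for Fgf3 and both fell for Vamp3, while for Ppp1r21 methylation rose and expression fell. The paper describes DBP samples as tending to cluster, while here the first pair joined, at 0.0318, was a DMSO and a DBP sample; the DBP samples did join before DMSO samples 2 and 3, and all had higher scores than the DMSO samples on the second component. In its order of chromosomes by share of DMS the paper places chromosome 14 after chromosome 19 and does not list chromosome 17, which here was second with 0.128%, X, which had 0.0843%, or chromosome 9, which had 0.0666% and stood above chromosome 4 with 0.0582%. The paper's own list at 25% holds 3 sites on chromosome 17 and 2 on chromosome 9, as here, but 0 on X. Over the CpGs tested here its sites give chromosomes 17 and 9 the same shares, so only X differs in its sites. Of the paper's S2 Table percentages, 5 equalled those here after rounding, while for DMSO sample 1 the paper's value is 39.9% and the value here was 32.9%. The paper's DMSO mean is 40.7% and here it was 38.3%. Leaving out DMSO sample 1, an alternative set before the data were examined, gave 41.0%. With DMS at 25% the paper lists 30 sites against 31 here, and at 10% 48 against 59; with the 99.9th percentile over all positions, chosen after seeing the values, there were 28 and 45.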

Other observations

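The tests by splits of the DMSO and DBP samples, the tests of global methylation against shared CpGs and depth, the tests of the opposite signs and the comparison of spread between groups were chosen after the results were seen, and that the depth and batch tests of the other groups and the test of the order of comparison can settle nothing was decided after their values were seen.

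Of the 4 splits of the 6 samples that part every same-numbered pair, 2 gave as many DMS at 25% as the real one, the real split included, and 1 gave as many at 10%. Of all 10 splits, in which the others part 1 pair, 4 gave at least 31 DMS at 25% and 2 gave at least 59 at 10%. In simulated data with no group difference, read sampling alone gave a median of 0 DMS at 25% over 20 data sets (0 to 0, with 4.30% of CpGs at an unadjusted p under 0.05). When the spread between samples estimated from the data was added, with an intraclass correlation of 0.0268, the median was 31.5 (18 to 44), beside 31 in the data. A mean of 10.9% of CpGs then had an unadjusted p under 0.05, beside 10.8% in the data. The number of DMS is therefore in line with variation between samples beyond read sampling, and with 3 samples per group a response to DBP could not be told apart from it. The DMS were not concentrated at MspI sites, since 32.3% of them lay in CCGG against 30.3% of the other tested CpGs (Fisher's exact test, two-sided, p = 0.846).

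A response to DBP might extend to neighbouring CpGs or persist in the other DBP-treated groups. Of 26 DMS with tested CpGs within 100 bp, 20 had neighbours changed in the same direction (exact binomial test, two-sided, p = 0.00936), but the DMS of 5 of the 10 splits had as large a share. The other groups kept a median of 0.555 (chemopreventive agent) and 0.463 (BR extract) of the difference at the DMS, and the mean of these 2 shares was as large in 5 of the 10 splits, the share of the agent alone in 4 and that of BR extract alone in 5. Neither test separates a response to DBP from a grouping by chance.

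The lower global methylation in DBP may reflect which CpGs were covered rather than the state of the same CpGs, since over shared CpGs weighted equally the difference was 0.231. With the calls of the same CpGs pooled it was -0.659 (exact permutation test, two-sided, p = 0.7), smaller than over all calls but of the same sign. The percent of methylated calls also fell with the log10 of the number of calls in the DMSO and DBP samples, with a Pearson r of -0.881 (exact permutation test, two-sided, p = 0.00833, adjusted 0.0111) and a Spearman rho of -0.943 (p = 0.0167, adjusted 0.0222, by the exact permutation test). Without the 2 samples farthest from the median depth r was -0.748 over 4 samples. In the other 6 samples r was -0.863 (exact permutation test, p = 0.00833, adjusted 0.0111) and rho -0.943 (exact permutation test, p = 0.0167, adjusted 0.0222), and r was -0.935 without the 2 farthest. Over all 12 samples r was -0.761 (permutation test, p = 0.00324, adjusted 0.0111) and rho -0.797 (permutation test, p = 0.00278, adjusted 0.0111). Without the 2 farthest of the 12, r was -0.544 (permutation test, p = 0.103, adjusted 0.103) and rho -0.648 (permutation test, p = 0.0484, adjusted 0.0484), so the relation over 12 rests partly on those samples. These 4 relations were adjusted together. Depth and treatment cannot be told apart in the DMSO and DBP samples, since DMSO samples 2 and 3 had the fewest calls. DMSO sample 1, whose 7774032 calls lie within the DBP range of 7515975 to 7974299, was 32.9% methylated (Wilson interval 32.8% to 32.9%), lower than every DBP sample. S2 Table gives 39.9% for DMSO sample 1, so its place below the DBP samples rests on the deposited counts. The paper states how many libraries shared a lane, but the labels do not give the lane of a sample, so no value within lanes could be computed.

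The tabulated difference was the negative of the difference here at 48 of 48 sites. A comparison made as DMSO minus DBP would give this, but so would any other exchange of the groups, so the count cannot tell them apart. An exchange of labels in the deposited data goes against S2 Table, whose numbers of methylated calls matched those of the sample with the same name in 6 of 6 samples. Which order the authors used in their fit was not tested.

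Samples treated with DBP and a chemopreventive agent differed from DMSO by -5.56 points in global methylation (exact permutation test, two-sided, p = 0.2), and those with BR extract by -4.06 points (exact permutation test, p = 0.3). All 9 DBP-treated samples against 3 DMSO samples gave -4.25 (exact permutation test, two-sided, p = 0.118). At the Fgf3 site methylation was 43.0% ± 12.0 with the agent and 74.7% ± 12.2 with BR extract (SD, n = 3 each).

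Comparisons with these groups gave more DMS at 25% (592 and 520 against DMSO, 962 and 1042 against DBP). Of the 4 splits that part every pair, 4, 4, 4 and 3 gave as many DMS for the agent and BR extract against DMSO and for the agent and BR extract against DBP. With 10 reads drawn per CpG and sample the median counts were 3, 9, 6 and 9 in the same order, and 0 for DBP against DMSO (a median of 3220 CpGs at an unadjusted p under 0.05). In 1 further draw they were 4, 8, 7 and 19, and 2, 2, 1 and 1 of the 10 splits gave as many, where 1 of 10 is the smallest share that the design allows, so against DBP no other split gave as many at equal depth. Depth may account for part of the counts, but its share cannot be told, since any count exceeds 0. At 10 reads the agent against BR extract gave 50.2 DMS per 100000 CpGs, against 4.75 for the agent against DMSO and 21.0 for BR extract against DMSO. This count cannot tell a separate library batch from its absence, since a batch with a larger spread between samples would also raise it, and 4 of the 10 splits of the agent and BR extract samples gave as many, in 1 draw of 10 reads. A larger spread between samples is a candidate explanation, since the intraclass correlation at 10 reads, over the 17886 to 18710 CpGs per group between 5% and 95% methylated among 38007 covered in all 12 samples, was 0.0755 with the agent and 0.109 with BR extract, against 0.0357 in DMSO and 0.0300 in DBP. All DBP-treated samples against DMSO gave 72 DMS, and 49 of the 64 splits with 1 sample of each number in the small group gave as many. No treatment effect is claimed for these groups.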
